A study of Homo sapiens with 16 samples. Its data were reported in "Triglycerides Promote Lipid Homeostasis during Hypoxic Stress by Balancing Fatty Acid Saturation" (2018).

How the data were processed

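Total RNA (250 ng per array) from A498 cells carrying inducible DGAT1 and DGAT2 short hairpin RNAs was made into biotin-labelled material and hybridised to whole-transcript human arrays by the study. The study's methods name an array type only for its tumour samples, and the probe table used here for gene names belongs to that array type. The authors deposited 1 table of log2 values, made from the array intensities by RMA (background correction, quantile normalization and median polish over probes). RMA and Transcriptome Analysis Console are named in the submitters' processing notes, and their versions, the scan dates and the genome build are not given in the sources used here. The deposited log2 values ran from 1.71 to 19.85, array medians over all probe sets lay between 3.91 and 4.11, and 590 probe sets were above 16, the log2 of the largest 16-bit intensity, on all arrays. A transformation beyond plain RMA is therefore possible, and it would change the size of folds but was not undone here. In order of replicates 1 to 4 the medians were 4.11, 3.99, 3.96 and 4.00 in vehicle normoxia, 3.96, 3.96, 3.99 and 3.91 in vehicle hypoxia, 3.99, 3.98, 3.91 and 3.97 in doxycycline normoxia, and 3.91, 3.93, 3.95 and 3.99 in doxycycline hypoxia. Genes were not centred. Log2 was taken as the log base from the range of the values.

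The table held 70523 probe sets on 16 arrays, with no column of other samples and no pair of identical arrays. A table of the platform's annotation gave 1 gene symbol for 23781 probe sets, several for 1543 and none for 45199. Probe sets with several symbols or none were left out of the gene tests. Symbols were updated against a table of human RefSeq genes (GRCh38.p14 assembly), where 21497 probe sets matched by gene identifier, 2280 by symbol or synonym and 4 kept the symbol given, and 306 symbols changed. For the 528 genes with more than 1 probe set the brightest was used, which left 22411 genes. CA9, a HIF target, had no probe set with a single symbol and has no value here.

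Groups came from the array titles. A limma model (version 3.58.1 in R 4.3.3) with 4 group means was fitted to all 16 arrays with equal weights, moderated with an intensity trend, and tested two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. Doxycycline against vehicle at each oxygen level, hypoxia against normoxia at each treatment, the combination against vehicle normoxia, and the interaction were compared. The methods name a t-test or ANOVA for the study as a whole, its text names gene set enrichment analysis for the arrays, and single genes were tested here with limma. Exact permutation tests of the DGAT levels used the 70 arrangements of 4 against 4 arrays. Of 25 gene lists, the mitochondrially encoded list had 0 measured members, and 24 were tested with limma camera (preset correlation 0.01, Benjamini-Hochberg over the lists). Counts adjusted over the list alone applied the adjustment to a list's members only. The lists covered NF-κB targets (broad and core), immediate early genes, HIF targets, glycolysis, triglyceride synthesis and lipid droplets, fatty acid synthesis and desaturation, cholesterol synthesis, fatty acid oxidation and carnitine, ceramide and sphingolipids, the unfolded protein response, the integrated stress response, interferon response, proliferation, apoptosis, p53 targets, NRF2 targets, oxidative phosphorylation, the mitochondrial and cytosolic ribosome, extracellular matrix, epithelial and kidney tubule genes, leukocyte markers and endothelial markers. They overlap: the broad NF-κB list shares 30 genes with the core list, 21 with the immediate early and 6 with the HIF list, and glycolysis shares 19 with the HIF list.

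The design, the gene lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from 3 alternatives chosen after seeing the data. The rule named DGAT1, DGAT2, SCD, PLIN2, HILPDA, CA9 and NFKBIA in every comparison. It also named, in the 4 comparisons of a single factor, the 8 largest increases and 8 largest decreases among genes past the threshold whose arrays did not overlap and whose brighter group exceeded the median level of all genes (4.89). From each list it named up to 2 members per direction with the smallest adjusted p, or the nearest member where none passed. For the interaction it named the 4 genes with the smallest p among those whose brightest group exceeded that median level. Of the list members so named, the ones printed are a selection made after their values were seen, mostly those whose call held when any 1 array was left out.

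The alternatives fixed in advance were the replicate number as a block, each array left out in turn, a filter on genes below the median level in all groups, the mean of probe sets per gene, all probe sets by identifier, centring on array medians, another quantile normalization, no intensity trend, array weights, only the arrays compared, a change of at least 1.5-fold, the t-test that the methods name, and for lists an estimated correlation, fry, fgsea 1.28.0 (10000 permutations, seed 1) and a list without shared members. The 3 chosen after seeing the data used the within-group axis, the first singular vector of the deviations from group means. They were each array's score on it, which keeps the group's mean, as a covariate, removal of the arrays with the highest and lowest score, and removal of the arrays with the highest and lowest deviation from their group's mean along it. The axis came from these same arrays. As a covariate it therefore lowers the residual spread by construction, which can raise the counts of calls. On simulated arrays for doxycycline against vehicle in normoxia, over 22411 genes, 63% of changes of 0.5 log2 and 87% of changes of 1 log2 were recovered, and 5.06% of calls were false. In a simulated shift of the HIF list, camera called that list and 1 of 23 other lists, glycolysis. The simulated noise was independent between genes, whereas on the real arrays the first axis held 63.3% of the variance within groups. These simulated rates may therefore not hold for the real data. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9. Arrays have no read depth, so their number, 4 per group, limits the precision. No scan batch could be tested, since dates are not given in the sources used here.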

Results

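Gene expression was measured in A498 cells, a human clear cell renal cell carcinoma line, that carried doxycycline-inducible short hairpin RNAs against DGAT1 and DGAT2. These genes encode the acyltransferases that complete triglyceride synthesis. Cells received vehicle or doxycycline for 5 days, and were then kept in low serum in normoxia or in hypoxia at 0.5% oxygen for 2 days. Each of the 4 combinations was measured on 4 microarrays, giving 16 arrays. The labels call the arrays of a group biological replicates, without saying how the cultures were kept apart. All values are on the deposited log2 scale, which runs from 1.71 to 19.85. Values above 16 lie beyond the log2 range of a 16-bit scanner, and whether a further step was applied after normalization is not given in the sources used here, so fold sizes hold on the deposited scale. The first axis of the deviations from the group means held 63.3% of the variance within groups. Along it vehicle hypoxia replicate 4 deviated from its group's mean by 45.8 and doxycycline hypoxia replicate 4 by -31.5, against -26.1 to 22.9 on the other arrays. Axis scores, which keep the group means, were highest on vehicle hypoxia replicate 4 (57.7) and lowest on vehicle normoxia replicate 1 (-38.4), against -22.8 to 30.4 on the others. Fits were repeated without each of these pairs, named below as the arrays at the ends of the deviations and of the axis scores. The number of arrays limits the precision of every difference given here. Errors of log2 differences are standard errors from limma, and p-values are adjusted by the Benjamini-Hochberg method over 22411 genes unless stated otherwise.

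Both targeted genes were lower on every doxycycline array than on every vehicle array. The level of DGAT1 was 6.82 ± 0.14 (SD, n = 4) in vehicle normoxia, 6.50 ± 0.20 in vehicle hypoxia, 5.12 ± 0.07 in doxycycline normoxia and 5.19 ± 0.07 in doxycycline hypoxia. The level of DGAT2 was 7.04 ± 0.12, 6.52 ± 0.20, 5.21 ± 0.16 and 5.12 ± 0.07 in the same groups. In normoxia doxycycline left 30.7% of the DGAT1 signal (95% confidence interval 26.9 to 35) and 28.1% of the DGAT2 signal (24.4 to 32.5). In hypoxia 40.2% (35.2 to 45.8) and 37.9% (32.9 to 43.8) remained, with adjusted p = 7.42e-07 for DGAT1 and 9.83e-07 for DGAT2 (limma, Benjamini-Hochberg). An exact two-sided permutation test gave p = 0.0286 for each gene at each oxygen level, the smallest that 4 against 4 arrays allow. Without doxycycline, hypoxia lowered DGAT2 by 1.43-fold (log2 -0.52 ± 0.10, adjusted p = 0.00588, exact permutation p = 0.0286), a call lost with only the arrays compared in the fit (adjusted p = 0.074) and by the methods' t-test after adjustment (0.132). DGAT1 was at log2 -0.32 ± 0.09 in that comparison (adjusted p = 0.0438, exact permutation p = 0.0571), and this call was lost in 13 of the 16 fits that left out 1 array and with the arrays centred on their medians (adjusted p = 0.0612).

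**Figure D1:**
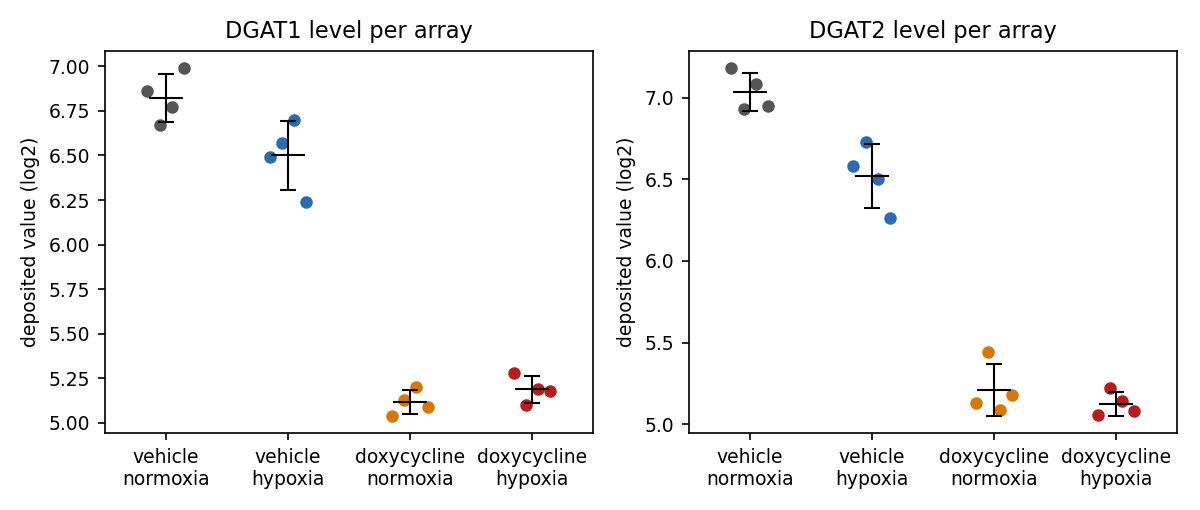
Level of DGAT1 and DGAT2 (log2, vertical axis) on each of the 16 arrays by group, with points for arrays and bars for the mean and SD of 4. Every doxycycline array lies at or below 5.44, and every vehicle array lies at or above 6.24.

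The first comparison asks what induction of the DGAT hairpins changed in normoxic cells. The largest increases were in CLEC4E and IL7R: CLEC4E, a lectin receptor of innate immunity, rose 6.76-fold (log2 2.76 ± 0.10), IL7R, a subunit of the interleukin-7 receptor, rose 5.69-fold (2.51 ± 0.10), and STC1, a secreted glycoprotein hormone, rose 5.27-fold (2.40 ± 0.12). The organic anion transporter gene SLCO2B1 rose 4.92-fold, and F3, the tissue factor that starts blood coagulation, rose 2.86-fold. Besides both DGAT genes, decreases were led by AJUBA, a LIM-domain scaffold gene, at 3.54-fold lower (log2 -1.82 ± 0.16), SLITRK5 at 3.21-fold lower and EPN1, an endocytic adaptor gene, at 3.04-fold lower. MCM5, a subunit of the replicative helicase, fell by 1.44 ± 0.17 on the log2 scale (2.70-fold). TMEM52B (log2 1.71), the long noncoding RNA CCAT1 (1.55) and SFTA1P (1.54) also rose, and the cyclin gene CCNA1 (2.82-fold lower) and NT5DC3 (2.79-fold lower) fell. Adjusted p lay between 1.3e-09 and 0.000111 for these genes (limma, Benjamini-Hochberg, n = 4 per group). In all, 993 genes were higher and 1042 lower, of which 234 and 215 changed at least 1.5-fold. SCD (log2 0.00 ± 0.07, adjusted p = 0.995), PLIN2 (-0.02 ± 0.11, 0.937), HILPDA (-0.02 ± 0.10, 0.933) and NFKBIA (0.46 ± 0.17, 0.107) did not pass. The NFKBIA levels did not overlap, at 13.01 to 13.20 with doxycycline and 12.51 to 12.69 with vehicle. Its SE was estimated from all 16 arrays, among them vehicle hypoxia replicate 4 at 12.10, against 12.89 to 13.00 on the rest of its group. Its failure to pass is therefore not evidence of no change in normoxia. SCD lay between 16.80 and 17.15 on the 16 arrays, above the 16-bit limit, and whether changes are compressed in that range is not known. Another quantile normalization gave 1359 higher and 881 lower genes. The total of 2035 ranged from 1220 to 2885 as each array was left out, with 1343 genes without vehicle normoxia replicate 4 and 1220 without doxycycline normoxia replicate 3, and it was 3161 without both arrays at the ends of the deviations. Array weights gave 4777 genes, and the axis score as a covariate gave 4316.

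Among the gene lists, proliferation genes were lower in normoxia. None of its 67 measured members rose and 38 fell (1 and 47 adjusted over the list alone), with a median of -0.57, and examples were MCM5 and the replication factor GINS1 (log2 -0.96 ± 0.12). Limma camera placed this list below other genes at adjusted p = 2.15e-19 with a preset correlation, while adjusted p = 0.198 with an estimated correlation. Of 183 broad NF-κB targets, 38 rose and 10 fell (48 and 12 adjusted over the list alone), including IL7R, F3, the insulin receptor substrate IRS2 (log2 -1.04 ± 0.08) and the matrix protein TNC (-0.59 ± 0.10). Among the 37 core NF-κB targets 5 rose and 2 fell (10 and 3 adjusted over the list alone), with IL6 (0.55 ± 0.08) and the ubiquitin-editing enzyme TNFAIP3 (0.48 ± 0.09) higher and LCN2 (-0.40 ± 0.07) lower. The camera adjusted p was 2.25e-07 for the broad and 0.0114 for the core list, and became adjusted p = 0.424 and 0.504 with an estimated correlation. The core list was not called without doxycycline normoxia replicate 2 (adjusted p = 0.0523), with a filter on dim genes (0.12), by fry (0.142) or by fgsea (0.0605). The study reported NF-κB target enrichment from these arrays, so neither NF-κB count is independent evidence of direction. Extracellular matrix and mesenchymal genes were higher for 11 of 43 members and lower for 1 (13 and 2 adjusted over the list alone), led by COL5A1 (log2 0.76 ± 0.06) and the matricellular gene THBS1 (1.33 ± 0.16), at adjusted p = 2.25e-07 by camera and adjusted p = 0.135 with an estimated correlation.

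Camera also called 5 other lists in normoxia. Of 69 HIF targets 9 rose and 1 fell (12 and 4 adjusted over the list alone), among them TMEM45A (log2 0.85 ± 0.09) and the vasodilator peptide gene ADM (0.75 ± 0.12), with camera adjusted p = 0.000198 and adjusted p = 0.457 with an estimated correlation. Of 32 integrated stress response genes none rose and 9 fell (0 and 10 adjusted over the list alone), such as the tRNA synthetase genes WARS1 (-0.50 ± 0.08) and AARS1 (-0.57 ± 0.09), with camera adjusted p = 0.00346 and adjusted p = 0.467 with an estimated correlation. The interferon response list had 6 of 36 members higher, such as HERC6 (0.75 ± 0.16), and none lower (7 and 0 adjusted over the list alone), with camera adjusted p = 1.9e-07 and adjusted p = 0.457 with an estimated correlation. For the unfolded protein response 5 of 26 members rose and 1 fell (7 and 1 adjusted over the list alone), among them the vesicle coat gene SEC24D (0.43 ± 0.07) and the transcription factor XBP1 (-0.46 ± 0.09), with camera adjusted p = 0.0215 and adjusted p = 0.504 with an estimated correlation. That call was lost without vehicle normoxia replicate 1 (adjusted p = 0.151) and without doxycycline normoxia replicate 3 (adjusted p = 0.0828), with the filter on dim genes (0.2), array weights (0.13) or the axis score as a covariate (0.0915), without both arrays at the ends of the axis scores (0.14), by fry (0.139) and by fgsea (0.103). Cytosolic ribosome genes had 3 of 46 members lower and none higher (3 and 0 adjusted over the list alone), with camera adjusted p = 0.00101 and adjusted p = 0.647 with an estimated correlation. Fry did not call the HIF (adjusted p = 0.0614), interferon (0.112) or cytosolic ribosome (0.14) list. No ceramide and sphingolipid gene of 33 passed (0 adjusted over the list alone), and the nearest, the sphingomyelinase gene SMPD1, was at 0.48 ± 0.15 (limma, adjusted p = 0.0602).

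The second comparison asks the same of hypoxic cells. IL7R rose 5.70-fold (log2 2.51 ± 0.10), STC1 5.12-fold (2.36 ± 0.12) and CLEC4E 5.00-fold (2.32 ± 0.10), and SLCO2B1 (1.88), F3 (1.71) and SFTA1P (1.63) followed. The carboxypeptidase gene CPA4 (1.57 ± 0.19) and NT5E, which encodes the adenosine-producing ecto-enzyme CD73 (1.47 ± 0.13), completed the 8 largest increases. SLITRK5 was 3.61-fold lower (log2 -1.85 ± 0.14), EPN1 3.1-fold, AJUBA 2.76-fold and CCNA1 2.65-fold lower. INHBB, an inhibin and activin subunit gene (-1.30 ± 0.08), and MCM5 (-1.24 ± 0.17) fell too. Adjusted p lay between 2.55e-09 and 0.000497 for these genes (limma, Benjamini-Hochberg, n = 4 per group). In hypoxia 598 genes were higher with doxycycline and 447 lower, of which 142 and 126 changed at least 1.5-fold. SCD (0.03 ± 0.07, adjusted p = 0.887), PLIN2 (0.05 ± 0.11, 0.889), HILPDA (0.12 ± 0.10, 0.603) and NFKBIA (0.22 ± 0.17, 0.569) did not pass. Another quantile normalization gave 1022 higher and 320 lower genes. The total of 1045 ranged from 586 to 1659 as each array was left out, with 610 genes without vehicle hypoxia replicate 1, 586 without doxycycline hypoxia replicate 3 and 1659 without vehicle hypoxia replicate 4, and it was 285 when only these 8 arrays entered the fit and 1850 without both arrays at the ends of the axis scores or 2383 without those at the ends of the deviations.

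Extracellular matrix and mesenchymal genes were the list whose call held with an estimated correlation in hypoxia. Of its 43 members 14 rose and none fell (22 and 2 adjusted over the list alone), led by THBS1 (log2 1.46 ± 0.16) and COL5A1 (0.74 ± 0.06), with camera adjusted p = 1.77e-11 and adjusted p = 0.0236 with an estimated correlation. Proliferation genes were again lower, with 22 of 67 falling and none rising (1 higher and 43 lower adjusted over the list alone), including MCM5 and the centromere histone gene CENPA (-0.65 ± 0.10). Within vehicle hypoxia, replicate 4 had the highest score of this list (0.37, against -0.15 to 0.21 on the other 3). The camera adjusted p was 1.81e-23, and adjusted p = 0.117 with an estimated correlation. HIF targets had 17 of 69 members higher and none lower (29 and 1 adjusted over the list alone), such as the glucose transporter gene SLC2A3 (0.93 ± 0.11) and TMEM45A (0.77 ± 0.09), with camera adjusted p = 3.1e-10 and adjusted p = 0.18 with an estimated correlation. Of the broad NF-κB targets 32 rose and 3 fell (46 and 7 adjusted over the list alone), and of the core targets 5 rose and 1 fell (10 and 2 adjusted over the list alone). IL6 (0.47 ± 0.08) and the cytokine gene LIF (0.72 ± 0.13) were higher, and TNFAIP2 (-0.76 ± 0.10) and IRS2 (-0.82 ± 0.08) lower. Camera gave adjusted p = 1.92e-09 for the broad and 0.00324 for the core list, against adjusted p = 0.185 and 0.543 with an estimated correlation, and as above these lists are not independent of the study's own choice. The core list was not called by fry (adjusted p = 0.136) or without both arrays at the ends of the deviations (0.0694).

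Camera called 7 further lists in hypoxia. The unfolded protein response list had 5 of 26 members higher and 1 lower (10 and 3 adjusted over the list alone), such as the sensor kinase ERN1 (log2 0.34 ± 0.06) and the isomerase PDIA4 (0.45 ± 0.08), with camera adjusted p = 0.00195, adjusted p = 0.454 with an estimated correlation and adjusted p = 0.0503 without vehicle hypoxia replicate 3. For p53 targets, 3 of 26 rose and none fell (6 and 0 adjusted over the list alone), including TP53I3 (0.44 ± 0.07), with camera adjusted p = 0.00821, adjusted p = 0.368 with an estimated correlation and adjusted p = 0.0565 without doxycycline hypoxia replicate 1. Glycolysis genes had 4 of 21 members higher and none lower (7 and 1 adjusted over the list alone), including the hexokinase gene HK2 (0.67 ± 0.13), at camera adjusted p = 0.0108 and adjusted p = 0.705 with an estimated correlation. That call was lost without vehicle hypoxia replicate 4 (adjusted p = 0.416) and without doxycycline hypoxia replicate 4 (adjusted p = 0.117), with array weights (0.432) and without both arrays at the ends of the axis scores (0.476), and without those at the ends of the deviations the median was -0.04 (0.994). Among immediate early genes 1 of 22 rose and none fell (1 and 0 adjusted over the list alone), at camera adjusted p = 0.0153, adjusted p = 0.61 with an estimated correlation and adjusted p = 0.149 without vehicle hypoxia replicate 4 or 0.156 and 0.326 without both arrays at the ends of the axis scores and of the deviations. Mitochondrial ribosome genes had 3 of 62 members lower and none higher (5 and 0 adjusted over the list alone), including MRPS7 (-0.71 ± 0.12), at camera adjusted p = 5.36e-05 and adjusted p = 0.454 with an estimated correlation. Nuclear-encoded oxidative phosphorylation genes had 3 of 60 lower and none higher (3 and 0 adjusted over the list alone) at camera adjusted p = 0.000677, which became adjusted p = 0.627 with an estimated correlation and 0.0551 after another quantile normalization. Cytosolic ribosome genes had 1 of 46 lower and none higher (0 adjusted over the list alone) at camera adjusted p = 2e-06 and adjusted p = 0.55 with an estimated correlation. Fry did not call the glycolysis (adjusted p = 0.309), immediate early (0.243), mitochondrial ribosome (0.072), oxidative phosphorylation (0.249) or cytosolic ribosome (0.136) list. In the ceramide and sphingolipid list 2 of 33 rose (2 adjusted over the list alone), with KDSR, a reductase of ceramide synthesis, at 0.42 ± 0.09 (limma, adjusted p = 0.0114).

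**Figure D2:**
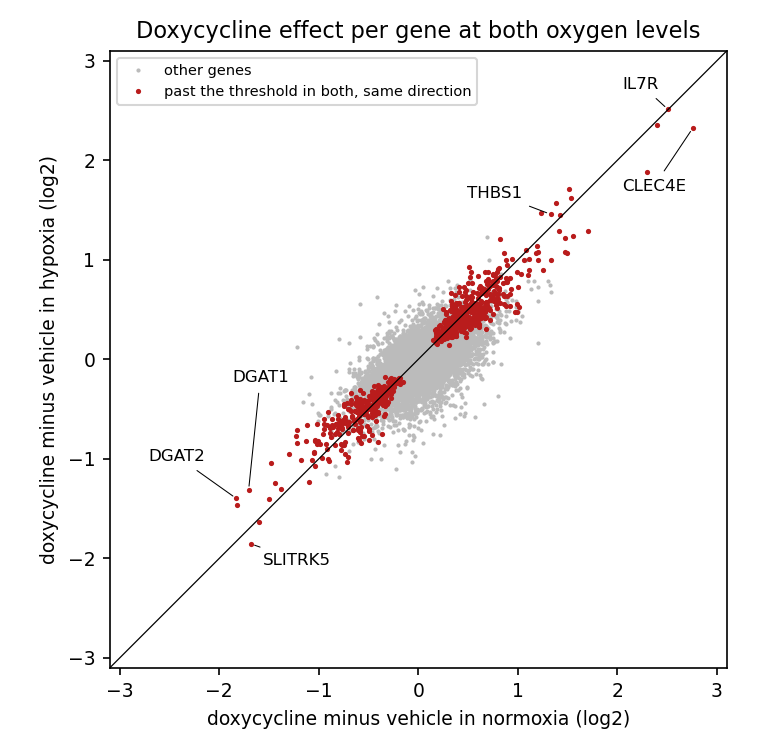
Doxycycline minus vehicle difference of each gene in normoxia (horizontal axis, log2) against hypoxia (vertical axis, log2), with genes that passed the threshold in the same direction in both drawn in red. The 440 shared increases and 309 shared decreases lie along the diagonal, with IL7R at 2.51 on both axes.

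The same genes responded to doxycycline at both oxygen levels more often than independent lists would. There were 440 genes called higher in both comparisons, where 26.5 would be expected from independent lists of those lengths, and 309 called lower in both, where 20.8 would be expected. None was called in opposite directions. Across genes, which are not independent replicates, the log2 differences had a Pearson r of 0.70 and a Spearman rho of 0.58. These comparisons share no arrays, but they come from the same fit and share its estimate of each gene's spread. Genes with a small spread can pass in both, so the overlap expected without a shared response may be larger.

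The third comparison asks what hypoxia changed in vehicle-treated cells. ITGB8, an integrin subunit gene, rose 3.30-fold (log2 1.72 ± 0.34), NEXN, an actin-binding protein gene, rose 3.05-fold (1.61 ± 0.35) and the amino acid transporter gene SLC38A2 rose 2.93-fold (1.55 ± 0.24). ODC1, the rate-limiting enzyme of polyamine synthesis, was 3.37-fold lower (log2 -1.75 ± 0.13), and the MHC class II genes HLA-DRA (-1.60 ± 0.16) and HLA-DRB1 (-1.27 ± 0.21) fell as well. ZNF114 (1.40 ± 0.24), the osmotic response factor NFAT5 (1.38 ± 0.33), the microRNA gene MIR568 (1.36 ± 0.38), the sulfotransferase gene CHST9 (1.31 ± 0.37) and the Polycomb-associated gene RYBP (1.31 ± 0.17) were the other largest increases. TXNIP, a thioredoxin-binding protein gene (-1.29 ± 0.18), NSMCE1 (-1.26 ± 0.15), the carboxylesterase gene CES2 (-1.21 ± 0.12), CYFIP2 (-1.13 ± 0.09) and VIPAS39 (-1.03 ± 0.12) were the other largest decreases. Adjusted p lay between 1.3e-05 and 0.0465 for these genes (limma, Benjamini-Hochberg, n = 4 per group). HILPDA, a hypoxia-inducible lipid droplet gene, rose 1.34-fold (0.43 ± 0.10, adjusted p = 0.0177), PLIN2 was at 0.34 ± 0.11 (adjusted p = 0.0736), SCD at -0.08 ± 0.07 (0.487) and NFKBIA at 0.09 ± 0.17 (0.746). The calls of MIR568 and CHST9 were lost in 12 and 11 of the 16 fits without 1 array, at adjusted p up to 0.141 and 0.128. That of NFAT5 was lost without vehicle normoxia replicate 1 (adjusted p = 0.0703) or 4 (0.0546) or vehicle hypoxia replicate 4 (0.0546), and that of HILPDA without vehicle normoxia replicate 1 (0.0594) or vehicle hypoxia replicate 1 (0.0549). In this comparison 506 genes were higher and 1043 lower, of which 127 and 165 changed at least 1.5-fold. The total of 1549 ranged from 790 to 1863 as each array was left out, being 851, 988 and 790 without vehicle normoxia replicates 1, 3 and 4 and 850 without vehicle hypoxia replicate 1, and it was 120 when only these 8 arrays entered the fit and 743 without both arrays at the ends of the axis scores. Array weights instead raised it to 4610.

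Some nuclear-encoded mitochondrial genes fell in hypoxia without doxycycline. Nuclear-encoded oxidative phosphorylation genes fell for 12 of 60 members and rose for none (19 and 0 adjusted over the list alone), including the ATP synthase subunit gene ATP5MC1 (log2 -0.77 ± 0.10) and NDUFC1 of complex I (-0.41 ± 0.08). Mitochondrial ribosome genes fell for 10 of 62 members and rose for none (20 and 0 adjusted over the list alone), such as MRPL40 (-0.69 ± 0.11) and MRPL24 (-0.64 ± 0.11). Camera gave adjusted p = 4.34e-06 and 0.00239 for these lists, and adjusted p = 0.836 with an estimated correlation for both. Vehicle hypoxia replicate 4 had the lowest oxidative phosphorylation score of its group (-0.41, against -0.20 to -0.08 on the other 3). Of HIF targets 7 rose and 4 fell (11 and 6 adjusted over the list alone), with HK2 (0.80 ± 0.13) and STC2 (0.39 ± 0.07) higher and the glycolytic gene PFKL (-0.50 ± 0.10) lower, at camera adjusted p = 0.00375 and adjusted p = 0.836 with an estimated correlation. The call was lost with the filter on dim genes (0.124) and by fry (0.358), and without vehicle hypoxia replicate 3 the median turned to -0.007, from 0.036, with the call still upward (0.0276). The paper links lipid storage in this tumour type to VHL loss, which it describes as stabilizing HIFα at any oxygen level. Whether HIF targets were already raised in normoxia was not tested here. Leukocyte markers fell for 3 of 17 members (3 adjusted over the list alone), with HLA-DRA and the integrin gene ITGAM (-0.28 ± 0.04) among them, at camera adjusted p = 0.0112 and adjusted p = 0.836 with an estimated correlation. This call was lost without vehicle normoxia replicate 1 (0.08) or both arrays at the ends of the axis scores (0.235), with the axis score as a covariate (0.185), after another quantile normalization (0.0641) and by fgsea (0.0522). Broad NF-κB targets included 11 higher and 15 lower members (15 and 19 adjusted over the list alone), with the prostaglandin synthase gene PTGS2 (0.36 ± 0.05) and IL6 (0.56 ± 0.08) higher and the urokinase gene PLAU (-0.48 ± 0.08) lower. Its median was 0.01, with camera adjusted p = 0.0381 in the upward direction and adjusted p = 0.836 with an estimated correlation. The call was lost without vehicle normoxia replicate 1 (0.08) or 2 (0.106), vehicle hypoxia replicate 2 (0.113) or 3 (0.122), both arrays at the ends of the axis scores (0.0673) or the members shared with the HIF and immediate early lists (0.0863). It was also lost with the filter on dim genes (0.32), centred arrays (0.0565), another quantile normalization (0.426) or array weights (0.344), and by fry (0.853). The median turned to -0.008 and -0.006 without replicate 2 of vehicle normoxia or of vehicle hypoxia and to -0.028 without vehicle hypoxia replicate 3. The list is not independent of the study's choice. Core NF-κB targets included 1 higher and 3 lower of 37 (1 and 3 adjusted over the list alone), with a median of -0.07, and were not called by camera (adjusted p = 0.5, downward). Ceramide and sphingolipid genes included 4 higher and 2 lower of 33 (6 and 4 adjusted over the list alone), with SPTLC2, a subunit of serine palmitoyltransferase, at 0.55 ± 0.09, at camera adjusted p = 0.0381 and adjusted p = 0.836 with an estimated correlation. The call was lost without vehicle normoxia replicate 1 (0.08) or 2 (0.0657), vehicle hypoxia replicate 2 (0.0717) or both arrays at the ends of the axis scores (0.195), with the filter on dim genes (0.188), another quantile normalization (0.0971), array weights (0.147) or the axis score as a covariate (0.234), and by fry (0.142), and without vehicle hypoxia replicate 3 the median was -0.017 with the call still upward (0.0458). Cytosolic ribosome genes had 1 of 46 lower (1 adjusted over the list alone) at camera adjusted p = 0.00327 and adjusted p = 0.836 with an estimated correlation, and were not called with the axis score as a covariate (0.0665) or by fry (0.142). Their score in vehicle hypoxia was lowest on replicate 4 (-0.373, against -0.107 to -0.021 on the other 3). No interferon response gene passed (0 adjusted over the list alone), although camera gave adjusted p = 0.00369 for higher values and adjusted p = 0.836 with an estimated correlation. The interferon call was lost without vehicle hypoxia replicate 2 (0.0744) or 4 (0.0909) or both arrays at the ends of the axis scores (0.537) or of the deviations (0.0618), with the filter on dim genes (0.179), another quantile normalization (0.0563) or array weights (0.168), and by fry (0.559), and with the axis score as a covariate its median was -0.028 (0.921).

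The fourth comparison asks what hypoxia changed once the DGAT hairpins were induced. SLC38A2 rose 2.80-fold (log2 1.49 ± 0.24), the chemokine gene CXCL8 2.16-fold (1.11 ± 0.21), the chemokine receptor gene CXCR4 2.15-fold (1.10 ± 0.19) and HK2 2.10-fold (1.07 ± 0.13). HLA-DRA was 4.42-fold lower (-2.14 ± 0.16), HLA-DRB1 3.32-fold lower (-1.73 ± 0.21) and ODC1 2.81-fold lower (-1.49 ± 0.13). RYBP (1.03 ± 0.17), ZNF114 (1.00 ± 0.24), STC1 (0.86 ± 0.12) and the matricellular gene CCN3 (0.85 ± 0.16) also rose. The cadherin gene CDH6 (-1.28 ± 0.20), the tyrosine catabolism gene HPD (-1.24 ± 0.13), MIR4263 (-1.10 ± 0.21), the chemokine gene CCL5 (-1.05 ± 0.19) and USP18, an interferon-induced protease gene (-0.97 ± 0.24), fell. Adjusted p lay between 1.02e-05 and 0.0326 for these genes (limma, Benjamini-Hochberg, n = 4 per group). HILPDA rose 1.48-fold (0.57 ± 0.10, adjusted p = 0.0049) and the lipid droplet coat gene PLIN2 1.33-fold (0.41 ± 0.11, adjusted p = 0.0493), while DGAT1 (0.07 ± 0.09, 0.807), DGAT2 (-0.09 ± 0.10, 0.772), SCD (-0.05 ± 0.07, 0.843) and NFKBIA (-0.14 ± 0.17, 0.794) did not pass. In all 228 genes were higher and 665 lower, of which 43 and 107 changed at least 1.5-fold, and another quantile normalization gave 305 and 477. The calls of PLIN2, ZNF114 and USP18 were lost in 14, 7 and 5 of the 16 fits without 1 array, at adjusted p up to 0.129, 0.0894 and 0.118. The total of 893 ranged from 426 to 1395 as each array was left out, being 1395 without vehicle hypoxia replicate 4, 497, 426 and 543 without doxycycline normoxia replicates 1, 2 and 4, and 464, 426 and 443 without doxycycline hypoxia replicates 1, 2 and 3, and it was 1539 without both arrays at the ends of the axis scores or 2287 without those at the ends of the deviations.

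Some nuclear-encoded mitochondrial genes fell in this comparison as well. Of the oxidative phosphorylation list 12 of 60 fell and none rose (27 and 0 adjusted over the list alone), including NDUFA7 of complex I (log2 -0.77 ± 0.11) and ATP5MC1 (-0.71 ± 0.10), and of the mitochondrial ribosome list 15 of 62 fell and none rose (31 and 0 adjusted over the list alone), including MRPL40 (-0.67 ± 0.11). Camera gave adjusted p = 2.94e-16 and 1.83e-13 for these lists, and adjusted p = 0.189 with an estimated correlation for both. HIF targets rose for 11 of 69 and fell for 1 (13 and 3 adjusted over the list alone), led by STC2 (0.81 ± 0.07) and HK2. Integrated stress response genes rose for 6 of 32 and fell for 1 (9 and 1 adjusted over the list alone), among them STC2 and the transcription factor DDIT3 (0.46 ± 0.08). Camera gave adjusted p = 3.24e-08 for both, and adjusted p = 0.189 with an estimated correlation. NRF2 targets fell for 5 of 26 and rose for none (8 and 0 adjusted over the list alone), including the steroid-metabolizing gene AKR1C3 (-0.52 ± 0.07), at camera adjusted p = 1.35e-05 and adjusted p = 0.189 with an estimated correlation. Immediate early genes rose for 3 of 22 and fell for none (6 and 0 adjusted over the list alone), with KLF6 (0.76 ± 0.10) and ATF3 (0.48 ± 0.09) higher, at camera adjusted p = 6.04e-05, adjusted p = 0.319 with an estimated correlation and 0.0611 by fry. Ceramide and sphingolipid genes rose for 3 of 33 and fell for none (3 and 2 adjusted over the list alone), including SPTLC2 (0.51 ± 0.09) and KDSR (0.48 ± 0.09), at camera adjusted p = 0.0387, adjusted p = 0.196 with an estimated correlation and 0.0594 to 0.0798 without doxycycline normoxia replicates 1, 2 or 4 or doxycycline hypoxia replicates 1 or 3. That call was also lost with the axis score as a covariate (0.136) and by fry (0.0713).

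Camera called 4 other lists in this comparison. Broad NF-κB targets rose for 17 of 183 and fell for 8 (21 and 15 adjusted over the list alone), with PTGS2 (log2 0.70 ± 0.05) and IRS2 (0.76 ± 0.08) higher and PLAU (-0.52 ± 0.08) and NINJ1 (-0.52 ± 0.08) lower. Its camera adjusted p was 0.0111, and adjusted p = 0.538 with an estimated correlation. The call was lost without doxycycline normoxia replicate 4 (0.0604), doxycycline hypoxia replicate 4 (0.0551) or the members shared with the HIF and immediate early lists (0.107), without both arrays at the ends of the deviations (0.091) and by fry (0.385), and again the list is not independent of the study's choice. Core NF-κB targets rose for 3 of 37 and fell for 4 (3 and 9 adjusted over the list alone), with a median of -0.01. Camera did not call the core list (adjusted p = 0.268, downward), while fgsea called it lower (adjusted p = 0.0314). Interferon response genes fell for 3 of 36 and rose for none (3 and 0 adjusted over the list alone), including UBE2L6 (-0.50 ± 0.10), at camera adjusted p = 0.00141 and adjusted p = 0.538 with an estimated correlation, and were not called without doxycycline hypoxia replicate 4 (0.234), without both arrays at the ends of the deviations (0.406), with array weights (0.0749) or by fry (0.223). No proliferation gene (0 adjusted over the list alone) passed, although camera gave adjusted p = 0.00325 for higher values, adjusted p = 0.538 with an estimated correlation, 0.133 and 0.12 without doxycycline hypoxia replicates 2 and 4, 0.0562 without both arrays at the ends of the deviations and 0.469 by fry. Its median of 0.07 turned to -0.008 without doxycycline hypoxia replicate 4 and without both arrays at the ends of the deviations. No cytosolic ribosome gene passed either (0 adjusted over the list alone), with camera adjusted p = 1.56e-06 for lower values, adjusted p = 0.538 with an estimated correlation and 0.0858 by fry. Hypoxia changed the same genes with and without doxycycline more often than independent lists would: 152 were called higher in both comparisons (5.1 expected), 434 lower in both (30.9 expected) and 1 in opposite directions, with r = 0.77 and rho = 0.59 across genes. Here too both comparisons share the fit's estimate of each gene's spread, so the expected overlap may be larger.

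The combination of doxycycline and hypoxia was set against vehicle in normoxia. In the combined group THBS1 was 3.22-fold higher (log2 1.69 ± 0.16), HK2 2.76-fold higher (1.47 ± 0.13), CXCL8 2.66-fold higher (1.41 ± 0.21) and IL6 2.05-fold higher (1.04 ± 0.08), and MCM5 was 3.19-fold lower (-1.67 ± 0.17). IL7R (2.34 ± 0.10), PTGS2 (1.02 ± 0.05) and the cholesterol-esterifying enzyme SOAT1 (1.17 ± 0.11) rose, and the keratin gene KRT18 (-0.90 ± 0.10), MRPS7 (-1.10 ± 0.12) and the ribosomal protein gene RPS18 (-1.06 ± 0.17) fell. HILPDA (0.55 ± 0.10, adjusted p = 0.0012) and PLIN2 (0.39 ± 0.11, adjusted p = 0.02) were higher, the latter at adjusted p = 0.0563 without vehicle normoxia replicate 2 and 0.0509 without doxycycline hypoxia replicate 4. DGAT1 fell by 1.64 ± 0.09 and DGAT2 by 1.92 ± 0.10 on the log2 scale, and SCD (-0.05 ± 0.07, 0.669) and NFKBIA (0.31 ± 0.17, 0.197) did not pass (limma, Benjamini-Hochberg, n = 4 per group). In all 1719 genes were higher and 3053 lower, of which 617 and 564 changed at least 1.5-fold. Centring each array on its median gave 1969 higher and 2294 lower, and another quantile normalization gave 2417 and 2103. The total of 4772 ranged from 3258 to 6101 as each array was left out.

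In the combined comparison 27 HIF targets rose and 4 fell (35 and 7 adjusted over the list alone), and 55 broad NF-κB targets rose and 16 fell (66 and 17 adjusted over the list alone, not independent of the study's choice). Of 37 core NF-κB targets 7 rose and 4 fell (8 and 4 adjusted over the list alone), and this list was not called by camera (adjusted p = 0.178), fry (0.668) or fgsea (0.211). Proliferation genes fell for 37 of 67 and rose for none (38 and 0 adjusted over the list alone). Oxidative phosphorylation genes fell for 30 of 60 (37 adjusted over the list alone), mitochondrial ribosome genes for 34 of 62 (40) and cytosolic ribosome genes for 21 of 46 (30), and none of these rose. Extracellular matrix genes rose for 18 of 43 and fell for 2 (21 and 2 adjusted over the list alone). Camera adjusted p for these lists other than the core one lay between 6.24e-10 and 4.46e-08, and became 0.172 for HIF targets, 0.208 for broad NF-κB targets, 0.394 for proliferation and oxidative phosphorylation, 0.272 for mitochondrial ribosome, 0.436 for cytosolic ribosome and 0.0821 for extracellular matrix genes, each an adjusted p with an estimated correlation.

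Camera called 5 more lists in the combined comparison. Immediate early genes rose for 8 of 22 and fell for 2 (11 and 4 adjusted over the list alone), with camera adjusted p = 0.00226 and adjusted p = 0.436 with an estimated correlation. Unfolded protein response genes rose for 7 of 26 and fell for 3 (11 and 4 adjusted over the list alone), with camera adjusted p = 0.00226 and adjusted p = 0.405 with an estimated correlation. Ceramide and sphingolipid genes rose for 6 of 33 and fell for 2 (8 and 2 adjusted over the list alone), with camera adjusted p = 0.00389 and adjusted p = 0.157 with an estimated correlation. Cholesterol synthesis genes rose for 6 of 21 and fell for 2 (7 and 2 adjusted over the list alone), with camera adjusted p = 0.0373 and adjusted p = 0.465 with an estimated correlation. That call was lost without vehicle normoxia replicate 1 (0.0978) or 2 (0.112), vehicle hypoxia replicate 4 (0.0513), doxycycline hypoxia replicate 1 (0.0802) or 3 (0.0533) or both arrays at the ends of the axis scores (0.12) or of the deviations (0.0663), with the filter on dim genes (0.231), centred arrays (0.0678), array weights (0.147) or the axis score as a covariate (0.0614), by fry (0.159) and by fgsea (0.074). Interferon response genes rose for 2 of 36 and fell for 3 (1 and 1 adjusted over the list alone), with camera adjusted p = 0.0373 for higher values and adjusted p = 0.74 with an estimated correlation. The interferon call was lost without vehicle normoxia replicate 1 (0.177) or 2 (0.0585), doxycycline hypoxia replicate 1 (0.595) or 3 (0.0842) or both arrays at the ends of the axis scores (0.132), with the filter on dim genes (0.205), centred arrays (0.105) or another quantile normalization (0.127), by fry (0.569) and by fgsea (0.211), and its median was -0.037 with the axis score as a covariate (0.966) and -0.027 without doxycycline hypoxia replicate 1.

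**Figure D3:**
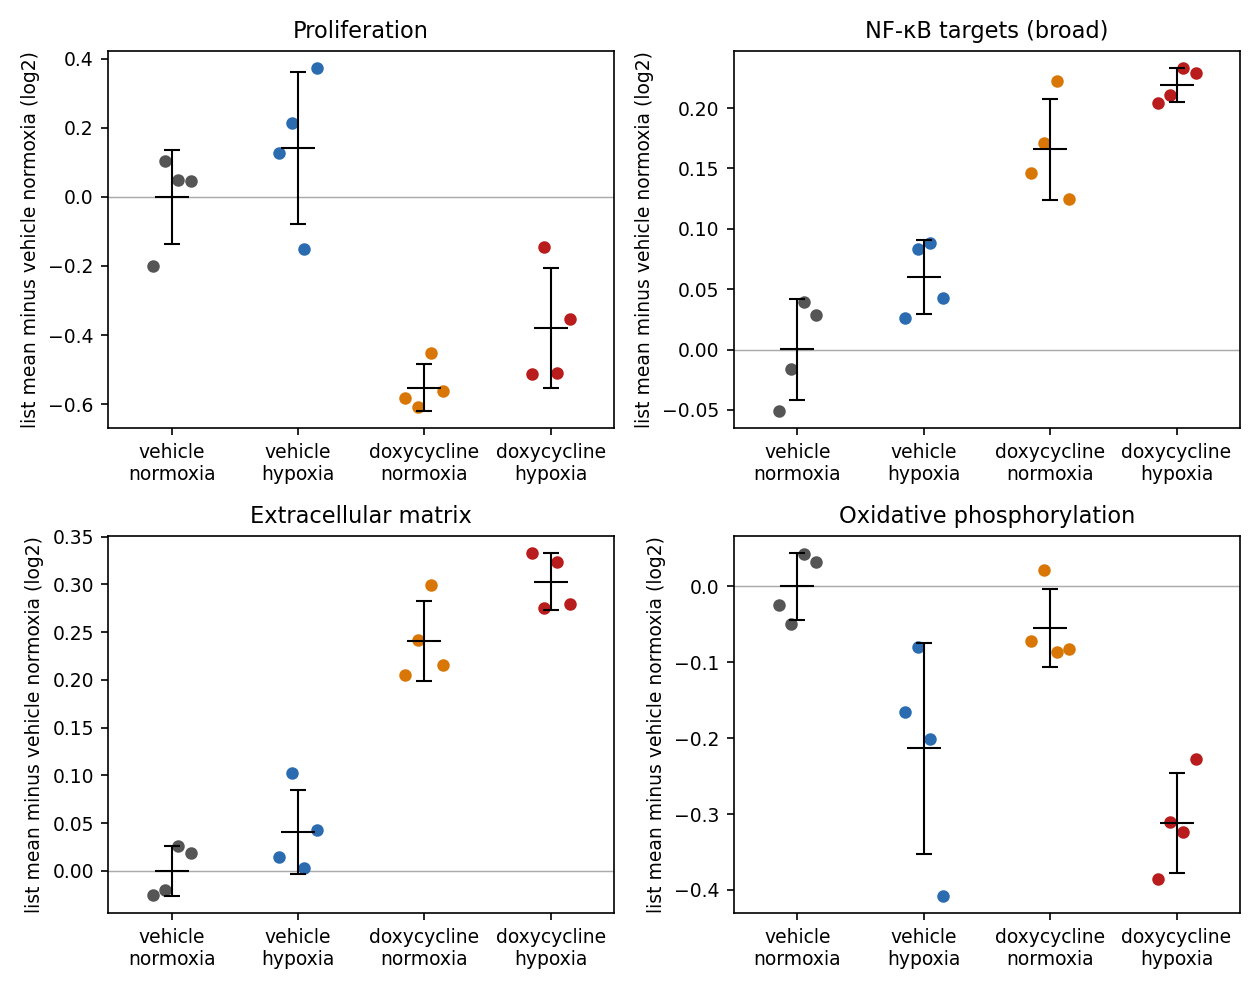
Mean of a list's genes on each array relative to vehicle normoxia (log2, vertical axis) by group, with points for the 4 arrays of a group and bars for the mean and SD. The proliferation score was -0.55 ± 0.07 in doxycycline normoxia and the oxidative phosphorylation score was -0.31 ± 0.07 in doxycycline hypoxia.

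The last comparison asks whether the doxycycline effect differed between hypoxia and normoxia. No gene passed the interaction test (limma, Benjamini-Hochberg, smallest adjusted p = 0.643), while 1026 genes had an unadjusted p under 0.05. Among genes whose brightest group exceeded the median level of all genes, the 4 with the smallest p were the pseudogene FABP5P3 (log2 -0.53 ± 0.09, adjusted p = 0.643), RARRES1 (-0.56 ± 0.10, 0.643), the carbonic anhydrase gene CA2 (-0.44 ± 0.08, 0.785) and ZNF474 (0.44 ± 0.09, 0.9). For DGAT1 the interaction was 0.39 ± 0.13 and for DGAT2 0.43 ± 0.14, neither passing over all genes (adjusted p = 0.956 for both), a strict measure for targets fixed in advance. The 95% intervals of remaining signal in normoxia and hypoxia did not overlap (26.9 to 35% and 35.2 to 45.8% for DGAT1, 24.4 to 32.5% and 32.9 to 43.8% for DGAT2). Hypoxia moved DGAT1 and DGAT2 by log2 -0.32 and -0.52 in vehicle but by 0.07 and -0.09 in doxycycline. Whether the doxycycline levels sat at a floor is unknown. Of 24 lists camera called 3 higher and 4 lower, of which none was called with an estimated correlation (smallest adjusted p = 0.361) and none by fry, while fgsea called 9.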

Values the study reported

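The study grew A498 cells for the arrays in medium with 0.5% serum, at either 21% or 0.5% oxygen, over 48 hr. It described enrichment of NF-κB targets with hypoxia, with DGAT loss and with both together. For many of these targets it also described mRNA levels that rose in steps as DGAT loss and hypoxia were combined. For xenograft tumours it reported higher NF-κB target expression with DGAT depletion, more apoptotic cells, fewer actively dividing cells and lower tumour volume and weight. In A498 cells it reported that an NF-κB luciferase reporter rose with DGAT loss and was lowered by inhibitors of NF-κB and of the proteasome.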

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

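Tests chosen only after their results were seen were those of gene length, of the treatment label of vehicle hypoxia replicate 4, of the exchanged pair of arrays, of the splits for the interaction, of the within-group axis as a covariate and of removal of the arrays at the ends of the axis scores or of the deviations along it. The first pattern is that 1 axis held 63.3% of the variance within groups, with deviations of 45.8 for vehicle hypoxia replicate 4 and -31.5 for doxycycline hypoxia replicate 4 at its ends, while the lowest score with group means kept was that of vehicle normoxia replicate 1. A wrong treatment label on vehicle hypoxia replicate 4 was argued against by its DGAT1 and DGAT2 levels, which lay above the highest doxycycline array by 0.96 and 0.83 log2. A swap of vehicle hypoxia replicate 4 with vehicle normoxia replicate 1 was argued against by a hypoxia score built from the doxycycline arrays, on which vehicle hypoxia replicate 4 lay 0.84 above vehicle normoxia replicate 1, with an SD within groups of 0.13. Gene length may play a part and cannot be told apart from other sources, since the axis loadings had a Spearman rho with annotated gene length of 0.225 across all genes and 0.268 across protein-coding genes, short of the 0.3 set as a sign of length bias, but of 0.333 across genes above the median level, past it. RNA quality, scan batch and a difference between cultures stay open as untested, since no value given for the arrays bears on them.

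The second pattern is the proliferation list, lower with doxycycline at both oxygen levels. With the axis as a covariate the difference in the list mean was -0.61 ± 0.09 (SE) in normoxia, from -0.55 ± 0.11 without it. In hypoxia it was -0.51 ± 0.09, from -0.52 ± 0.11. That the size hardly moved argues against the within-group axis as the cause. The axis was drawn from the deviations on these same arrays, so the SE with the covariate may be too small and is no evidence here. An effect of doxycycline itself cannot be told apart from loss of DGAT1 and DGAT2, because there were 0 arrays of doxycycline-treated cells without a DGAT hairpin. Effects of the hairpins on genes other than their targets cannot be told apart either. The paper names a single hairpin per gene, and no array is of cells with another hairpin. Slower growth after loss of both enzymes may underlie the lower list, as a hypothesis that these arrays leave open. Camera with an estimated correlation did not call the list at either oxygen level, while fry did (adjusted p = 0.000415 in normoxia and 0.002 in hypoxia). The difference between the oxygen levels was not called by camera (adjusted p = 0.15 with the preset correlation).

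The third pattern is the broad NF-κB list, higher with doxycycline at both oxygen levels. Camera with an estimated correlation did not call it in normoxia (adjusted p = 0.424) or in hypoxia (0.185), while fry did (adjusted p = 0.0187 and 0.0032). With the axis as a covariate the difference in its mean was 0.17 ± 0.03 in normoxia and 0.16 ± 0.03 in hypoxia. Without the covariate it was 0.17 ± 0.02 and 0.16 ± 0.02. That the size did not move argues against the axis as the cause, with the same limit on the SE. Without 27 members shared with the HIF and immediate early lists, the other 156 had means of 0.19 ± 0.02 and 0.16 ± 0.02, which argues against those members as the cause. Again neither doxycycline itself nor other effects of the hairpins can be told apart from DGAT loss, with 0 arrays to separate them. A response of NF-κB targets to DGAT loss may underlie it, as a hypothesis, on a list that is not independent of the study's choice. The study's reporter assay, given above, lies outside these arrays and was not examined here.

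For 4 of the counts of changed genes, 1 of 35 splits of the arrays, the real one, gave as many genes. This is the smallest share that 35 splits allow, without adjustment for the number of comparisons. Regrouping argues against chance to that degree only, and it cannot exclude a batch that ran along with the groups. The other splits mix groups that may differ, which widens the spread and lowers their counts. The real count and the highest of the other splits were 2035 and 1 for doxycycline in normoxia, 1549 and 2 for hypoxia in vehicle, 893 and 1 for hypoxia in doxycycline, and 4772 and 0 for the combination. For doxycycline in hypoxia 2 of 35 splits gave as many genes as the real 1045, so chance cannot be excluded by that count. The other split called 2930 genes and exchanged vehicle hypoxia replicate 4 with doxycycline hypoxia replicate 4, the arrays at the ends of the deviations, which points to a structure of the samples. In that exchanged fit DGAT1 was at log2 -0.79 (limma, adjusted p = 0.0792) and DGAT2 at -0.80 (adjusted p = 0.0959), so the genes that the hairpins target did not pass under the exchanged labels. On a score of the doxycycline response built from the normoxia arrays, vehicle hypoxia replicate 4 lay at -0.12 against -0.43 to -0.29 on the other 3 arrays of its group, and doxycycline hypoxia replicate 4 at 0.22 against 0.34 to 0.40, so each array stayed on its own side. With the axis as a covariate 3426 genes passed in this comparison, 1850 without both arrays at the ends of the axis scores and 2383 without the exchanged pair. For the interaction the real count was 0, so all 100 drawn splits gave as many, and the highest other split gave 2.

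For 7 lists the effect of doxycycline differed between hypoxia and normoxia by camera with the preset correlation (limma, Benjamini-Hochberg), and for none with an estimated correlation or by fry. Their median interaction was 0.071 log2 for HIF targets (adjusted p = 0.0215), 0.109 for glycolysis (0.00229), 0.238 for the integrated stress response (2.04e-08), -0.491 for the interferon response (1.28e-13), -0.123 for NRF2 targets (0.00012), -0.037 for oxidative phosphorylation (0.0156) and -0.052 for the mitochondrial ribosome (0.00229). With an estimated correlation adjusted p = 0.361 for the integrated stress response, interferon response and NRF2 lists and adjusted p = 0.849 for the other 4. The HIF call was lost without vehicle normoxia replicate 3 (adjusted p = 0.19) or 4 (0.0868), vehicle hypoxia replicate 2 (0.0539) or 4 (0.0506), or doxycycline normoxia replicate 1 (0.0578) or 4 (0.0545), or both arrays at the ends of the deviations (0.198). That of glycolysis was lost without vehicle hypoxia replicate 4 (0.113) or both arrays at the ends of the axis scores (0.132) or of the deviations (0.856), and that of the mitochondrial ribosome without vehicle hypoxia replicate 2 (0.0613) or with a filter on dim genes (0.188). The oxidative phosphorylation call was lost without vehicle normoxia replicate 1 (0.0538) or 2 (0.0665), vehicle hypoxia replicate 1 (0.0776) or 2 (0.332), doxycycline normoxia replicate 2 (0.173) or doxycycline hypoxia replicate 1 (0.0917), or with the filter on dim genes (0.491). The interferon median ran from -0.673 to -0.33 as each array was left out, and was -0.258 with array weights, -0.233 without both arrays at the ends of the axis scores and -0.223 without those at the ends of the deviations. Interferon scores were widely spread in hypoxia, with vehicle hypoxia replicate 4 at 0.885 against -0.177 to 0.511 on the other 3, and -0.212 to 0.807 in doxycycline hypoxia. Medians that moved by more than 1.5 times with 1 array left out were those of HIF targets without vehicle hypoxia replicate 4 (0.043), of glycolysis without vehicle hypoxia replicate 3 (0.178) or 4 (0.043) or doxycycline hypoxia replicate 4 (0.064), and of NRF2 targets without vehicle normoxia replicate 1 (-0.081), vehicle hypoxia replicate 1 (-0.078) or doxycycline normoxia replicate 3 (-0.081). The oxidative phosphorylation median moved so without vehicle normoxia replicate 2 (-0.022), vehicle hypoxia replicate 2 (0.005) or 4 (-0.1), doxycycline normoxia replicate 2 (-0.012) or doxycycline hypoxia replicate 1 (-0.015) or 4 (-0.074). The mitochondrial ribosome median did so without vehicle normoxia replicate 2 (-0.028) or 3 (-0.084), vehicle hypoxia replicate 1 (-0.034) or 4 (-0.106) or doxycycline hypoxia replicate 1 (-0.032) or 4 (-0.088). After another quantile normalization both mitochondrial medians turned positive, at 0.021 for oxidative phosphorylation (adjusted p = 0.72) and 0.015 for the mitochondrial ribosome (adjusted p = 0.461), while HIF targets rose to 0.109 (1.04e-05) and glycolysis to 0.171 (8.3e-06). With array weights, the axis covariate and without the arrays at the ends of the deviations, the median of oxidative phosphorylation was -0.08, -0.085 and -0.133, that of the mitochondrial ribosome -0.093, -0.092 and -0.134, and that of glycolysis 0.071, 0.053 and -0.001. Without both arrays at the ends of the axis scores oxidative phosphorylation was at -0.1, HIF targets at 0.036 and glycolysis at 0.024, and without those at the ends of the deviations HIF targets were at 0.008 and the integrated stress response at 0.147.

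Some arrays lay far from the other 3 of their group, judged by the gap to the nearest array as a share of the group's range. The share exceeded 0.829 in 32 of 520 groups of 4, over 104 genes, the list scores, the axis score and the array median, and chance alone gives about 1 in 20. In vehicle normoxia the array apart was replicate 1 for CCN3 (0.839), CENPA (0.837), KLF6 (0.912), SLC38A2 (0.904) and SOAT1 (0.83). It was replicate 2 for AJUBA (0.922), CPA4 (0.86), MCM5 (0.874), MRPS7 (0.851), NFKBIA (0.925) and PFKL (0.882), and replicate 3 for NINJ1 (0.875). In vehicle hypoxia it was replicate 2 for NSMCE1 (0.934), SOAT1 (0.923) and TMEM45A (0.876), replicate 3 for ACSL5 (0.836) and ITGAM (0.867), and replicate 4 for CHST9 (0.846), NEXN (0.917) and NFKBIA (0.879). In doxycycline normoxia it was replicate 2 for WARS1 (0.976), and in doxycycline hypoxia replicate 4 for ITGAX (0.951), PNPLA3 (0.883), SPTLC2 (0.844) and VIPAS39 (0.839). Among list scores in vehicle normoxia, replicate 1 lay apart for the interferon (0.9), p53 (0.884) and endothelial (0.876) lists and replicate 2 for glycolysis (0.834). In doxycycline normoxia replicate 3 lay apart for the p53 (0.833) and leukocyte (0.958) lists and replicate 2 for oxidative phosphorylation (0.866).

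Probe sets without a single gene symbol, which no comparison of genes used, also changed. Of 46742 such probe sets limma called 1316 with doxycycline in normoxia, 454 with doxycycline in hypoxia, 600 with hypoxia in vehicle, 449 with hypoxia in doxycycline, 4014 with the combination and 0 for the interaction, when all probe sets were tested together.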

How the results depend on the processing

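The axis score as a covariate and the removal of the arrays at the ends of the scores (score-end) or of the deviations (deviation-end) were chosen after seeing the data, and the other settings were planned. Across all settings, single genes kept their side of the threshold, and their direction where called, in 10614 values. They lost the call in 1119, gained one in 52 and reversed in 1. List tests, by the direction each test gave, did so in 3702, 201, 126 and 3. Direction was compared only where the main fit or the setting made a call. A change of sign between values called in neither is therefore not counted. Reversed were SCD in the combination after another quantile normalization (log2 0.16, limma adjusted p = 0.0323, from -0.05) and, by camera, interferon in the combination with the axis covariate (-0.037, adjusted p = 0.966, from 0.131), and for doxycycline in hypoxia without both deviation-end arrays glycolysis (-0.04, 0.994, from 0.075) and interferon (0.306, 0.00499, from -0.017, not called). The median of a called list changed sign in 15 values, 8 of them with 1 array left out. The others, besides interferon in the combination and glycolysis above, were interferon for hypoxia in vehicle with the axis covariate (-0.028), both mitochondrial lists for the interaction after another quantile normalization (0.021 and 0.015), and without both deviation-end arrays proliferation for hypoxia in doxycycline (-0.008) and glycolysis for the interaction (-0.001). Counts of changed genes stayed within 1.5 times in 135 values and moved in 48. Except where a setting's own construction shows it (a fold minimum, no adjustment, fewer arrays), the cause was not tested. The axis covariate, drawn from the deviations on these arrays, lowers the residual spread by construction, so higher counts with it are not independent evidence.

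Array weights gave 4777, 5089, 4610, 3366 and 8458 genes for doxycycline in normoxia, doxycycline in hypoxia, hypoxia in vehicle, hypoxia in doxycycline and the combination, and 12 lists for the interaction. The axis covariate gave 4316, 3426 and 2745 for doxycycline in normoxia and hypoxia and for hypoxia in doxycycline, and 1 gene and 11 lists for the interaction. Without both score-end arrays 1850 genes were called for doxycycline in hypoxia, 743 for hypoxia in vehicle and 1539 for hypoxia in doxycycline, and without both deviation-end arrays 3161 for doxycycline in normoxia, 2383 for doxycycline in hypoxia and 2287 for hypoxia in doxycycline. A change of at least 1.5-fold left 449, 268, 292, 150 and 1181 genes. The fit of only the arrays compared gave 285 for doxycycline in hypoxia and 120 for hypoxia in vehicle, and all probe sets by identifier gave 7680 for the combination. The methods' t-test called 5747, 2967, 3735, 4019 and 7610 genes unadjusted, and after Benjamini-Hochberg 198 for doxycycline in hypoxia and 11 for hypoxia in vehicle. The correlation of the doxycycline effects was 0.772 with array weights, 0.787 with the axis covariate, 0.791 without both score-end and 0.793 without both deviation-end arrays. An estimated correlation called 0 lists for every comparison except doxycycline in hypoxia, with 1. Fry called 4, 6, 4 and 7 for the comparisons of a single factor and 0 for the interaction, fgsea called 18 for hypoxia in doxycycline, and for hypoxia in vehicle a filter on dim genes left 4 and another quantile normalization 5.

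For hypoxia in vehicle DGAT1 (log2 -0.32) lost its call with centred arrays (-0.30), the axis covariate (-0.23, adjusted p = 0.106), without both score-end (-0.22, 0.193) or deviation-end arrays (-0.23, 0.11), with all probe sets (-0.32, 0.0986), with the 1.5-fold minimum (-0.32), with only the arrays compared (-0.32, 0.196) and by the adjusted t-test (-0.32, 0.274). DGAT2 (-0.52) lost it with the 1.5-fold minimum, only the arrays compared (0.074) and the adjusted t-test (0.132). Same-numbered arrays had correlations of -0.83 to 0.54, 8 of 24 over 0.1, and 2 of 16 arrays correlated best with their own number, so no pairing by number showed. A weaker pairing could be hidden, since the first axis held 63.3% of the variance within groups that these correlations use. With the replicate block 853 genes were called for hypoxia in vehicle and 479 for hypoxia in doxycycline, and DGAT1 was at -0.32 (adjusted p = 0.0884) in the former.

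As each array was left out, the gene counts ran from 1220 to 2885, 586 to 1659, 790 to 1863, 426 to 1395, 3258 to 6101 and 0 to 0 in the order above with the interaction last, and lists from 8 to 12, 11 to 12, 5 to 9, 9 to 15, 10 to 12 and 4 to 8. Lists fell to 5 for hypoxia in vehicle and 4 for the interaction without vehicle hypoxia replicate 2. DGAT1 ran from -1.76 to -1.65, -1.40 to -1.25, -0.39 to -0.23, 0.04 to 0.10, -1.69 to -1.58 and 0.30 to 0.46, and DGAT2 from -1.90 to -1.78, -1.48 to -1.33, -0.59 to -0.43, -0.13 to -0.01, -1.95 to -1.87 and 0.34 to 0.51. The correlation ran from 0.562 to 0.812, with 0.614, 0.562 and 0.812 without vehicle hypoxia replicates 2, 3 and 4 and 0.574 and 0.789 without doxycycline hypoxia replicates 1 and 4. The endothelial list got no value under the dim filter, which left fewer than 2 of its members. No background signal is given for the arrays, so how far dim genes stood above it is unknown.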

Other observations

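The tests in this part were planned, and only the interaction of HLA-DRA was chosen after its values were seen. Lipid metabolism genes moved with few members in either direction with doxycycline in normoxia. Of 39 triglyceride synthesis and lipid droplet genes 4 rose and 4 fell (5 and 5 adjusted over the list alone), with the lipase gene PNPLA3 (log2 0.30 ± 0.04) and SOAT1 (0.72 ± 0.11) higher besides the lower DGAT genes, and camera did not call the list (limma, Benjamini-Hochberg, adjusted p = 0.63). Fatty acid synthesis and desaturation genes rose for 4 of 26 and fell for none (4 and 1 adjusted over the list alone), led by the acyl-CoA synthetase genes ACSL1 (0.61 ± 0.08) and ACSL5 (0.43 ± 0.09), at camera adjusted p = 0.0572. In fatty acid oxidation and carnitine genes 5 of 31 rose and 1 fell (5 and 1 adjusted over the list alone), led by the peroxisomal carnitine acyltransferase gene CROT (0.93 ± 0.11), at camera adjusted p = 0.218. For cholesterol synthesis 1 of 21 rose and 1 fell (1 and 3 adjusted over the list alone), with HSD17B7 at 0.44 ± 0.07 and camera adjusted p = 0.215. Apoptosis genes rose for 2 of 36 and fell for 2 (5 and 3 adjusted over the list alone), with CASP4 at 0.31 ± 0.07 and camera adjusted p = 0.0553. In hypoxia fatty acid synthesis and desaturation genes rose for none and fell for 1 with doxycycline (0 and 1 adjusted over the list alone, camera adjusted p = 0.152), and triglyceride synthesis and lipid droplet genes rose for 3 and fell for 4 (4 and 5, 0.802). Cholesterol synthesis genes rose for 1 and fell for 1 (1 and 1, 0.188), fatty acid oxidation and carnitine genes rose for 2 (4 and 3, 0.701) and apoptosis genes rose for 2 (2 and 0, 0.671) in the same comparison.

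Camera called neither the epithelial and kidney tubule list, the lineage of these cells, nor the leukocyte and endothelial marker lists with doxycycline in normoxia. Epithelial and kidney tubule genes rose for 1 of 20 and fell for 4 (3 and 5 adjusted over the list alone), with KRT18 at log2 -0.68 ± 0.10 and camera adjusted p = 0.973 (limma, Benjamini-Hochberg). Leukocyte markers rose for 2 of 17 and fell for none (2 and 0 adjusted over the list alone), with the integrin gene ITGAX at 0.78 ± 0.08 and the MHC class II gene HLA-DRA at 0.93 ± 0.16, and camera adjusted p = 0.692. Endothelial markers rose for 1 of 12 and fell for 1 (1 and 1 adjusted over the list alone), at camera adjusted p = 0.642. HLA-DRA rose with doxycycline in normoxia and fell with hypoxia at both treatments, and its interaction did not pass (log2 -0.55 ± 0.22, adjusted p = 0.956).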
